A study of Xenopus laevis with 6 samples. Its data were reported in "NEIL1 and NEIL2 DNA glycosylases protect neural crest development against mitochondrial oxidative stress" (2019).

How the data were processed

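Gene expression was profiled by RNA-seq in Xenopus laevis embryos at stage 23 (early tailbud). Each embryo received 40 ng of a control Morpholino or of a neil2 Morpholino at the 1-cell stage. A Morpholino (MO) is a synthetic antisense oligonucleotide that blocks translation or splicing of the transcript it binds. Each library came from a pool of 6 embryos, and there were 3 libraries per group. Per the labels, polyadenylated RNA was made into Illumina TruSeq libraries with 12 PCR cycles and read from one end for 51 cycles.

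The deposited values are counts of reads per gene feature, with no normalization. The authors aligned the reads with STAR to the X. laevis v9.2 assembly and summarised them on the JGI gene annotation with featureCounts at default settings, under which reads that map to more than one place or overlap more than one gene are not counted. The 6 tables hold the same 44958 features, of which 36902 had at least one read in some library. The feature names are gene symbols with the suffix .L or .S, or identifiers without a symbol. X. laevis is allotetraploid, and the suffixes denote the 2 homeologous copies of a gene on the long (L) and short (S) chromosomes. Where homeologs or paralogs are near identical over a read length, their reads were left uncounted or assigned by few differing bases, so values of such features are uncertain. No genome of the build used by the authors was used here, so no coordinates are given, and a check of GC content or gene length was not made. The RefSeq annotation of X. laevis v10.1 was used only for names and neighbours, and 20178 features (44.9%) matched one of its symbols.

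Total counts per library ranged from 11534725 to 24034094. In these libraries 3 counts, the floor used here, corresponded to between 0.125 and 0.260 CPM. This floor covers counting error only, since PCR duplicates were not marked by molecular identifiers. Before replicates were averaged, all pairs of libraries were compared by a chi-square statistic over features, and no pair matched within sampling noise.

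Groups were taken from the deposited titles. The titles also carry replicate numbers 1 to 3 in both groups, and the pairing used in fits with a replicate block comes from these numbers. The labels do not state that equal numbers share a clutch or a day. The pairing was checked by correlating the deviations of libraries from their group means.

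Differential expression was tested with DESeq2 1.42.0 in R 4.3.3 (Wald test, unshrunken log2 fold changes, independent filtering), which is the tool the study's methods name. A feature was called raised or lowered at a Benjamini-Hochberg adjusted p-value below 0.1 and an absolute log2 fold change above 0.5. Normalized read counts are the deposited counts divided by DESeq2 size factors. The quasi-likelihood test of edgeR 4.0.16 with TMM factors served as the alternative test. Shifts of gene sets were tested with camera in limma 3.58.1 on voom values, using features with a mean count of at least 10 and an inter-gene correlation of 0.01, with an adjusted p-value threshold of 0.05. The 8 tested sets were lists of symbols drawn up from the questions of the study, and p-values were adjusted over all 8. One of these sets, its overrepresentation test and one gene fixed in advance are not reported here. A list of genes encoded by the mitochondrial genome matched 0 features and was not analysed here. The ratio of L to S homeolog was tested with limma (eBayes with trend) on log2 ratios of normalized counts with a pseudocount of 0.5, in pairs with a mean count of at least 10 in each homeolog, and pairs with an adjusted p-value below 0.1 are called divergent.

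Genes named in the text were fixed by a rule. It comprises neil2 and other genes tied to the questions of the study, the 5 features with a symbol that rose most and the 5 that fell most, the 2 features without a symbol that rose most and the 2 that fell most, and the 3 divergent homeolog pairs with the largest change. Features picked by size had to pass both thresholds, have a mean normalized count of at least 50 and keep all libraries of one group on one side of those of the other. Other genes appear only as members of a tested set, of a pair of neighbours or of a divergent pair, or as partner homeologs of named features. The gene sets, tests, thresholds, naming rule and most alternatives were chosen before the data were examined. Alternatives comprised edgeR, TMM size factors, no independent filtering, a minimum mean count, summed homeologs, a replicate block, other thresholds and leaving out each library. Thinned counts, edgeR with a replicate block, the shared direction of homeologs with that block and voom with DESeq2 size factors were added after seeing the data.

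The tests were run on simulated data first, in which 200 of 36902 features were changed by 1.50 on the log2 scale. The changed features had a mean normalized count of at least 50 in both homeologs, and no effect of replicate number was simulated. A further 40 features were shifted by 0.4 and were not counted as false calls. The percentages recovered therefore apply to large changes of well expressed features only. DESeq2 recovered 193 of them (96.5%), and 24.9% of its calls were false. edgeR recovered 187 (93.5%), with 10.9% of calls false. DESeq2 with a replicate block recovered 189 (94.5%), with 19.7% of calls false. In 7282 simulated homeolog pairs the ratio test recovered 98 of 200 changed pairs (49.0%), with 11.7% of calls false.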

Results

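To profile gene expression after knockdown of Neil2, RNA-seq was carried out on stage 23 embryos injected with control MO or neil2 MO, with 3 pools of embryos per group. Neil2 is a DNA glycosylase of the base excision repair (BER) pathway, which removes oxidized bases from DNA. Control MO libraries held 20655392, 15656709 and 11534725 counted reads in replicates 1 to 3. The corresponding neil2 MO libraries held 18400625, 18173652 and 24034094 reads. Between 30822 and 32968 features were detected per library, and 23457 features received an adjusted p-value.

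The targeted transcript was examined first. The feature neil2.L had raw counts of 3, 4 and 3 in control MO embryos and of 5, 4 and 15 in neil2 MO embryos. Its normalized count was 3.80 ± 1.17 (SD, n = 3) in control MO and 6.59 ± 3.76 (SD, n = 3) in neil2 MO embryos. The log2 fold change of neil2.L was 0.84 with a standard error of 1.02, and it was too low for an adjusted p-value. The log2 fold change with the replicate block was 0.72. A change of the neil2 transcript was thus not detectable at this depth. The S homeolog of neil2 was not analysed here. The sequence of the neil2 MO is complementary to a start codon, and an MO of this kind blocks translation without necessarily lowering the transcript, so these counts do not measure the knockdown.

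Libraries were then compared with one another. The first principal component carried 39.6% of the variance and set both replicate 3 libraries apart from the other 4. The second component carried 24.9% and separated neil2 MO from control MO libraries. Deviations from the group means correlated across 23779 features between libraries of equal replicate number, with r = 0.583, 0.566 and 0.631 for replicates 1 to 3 (mean 0.593). Between libraries of different number the mean correlation was -0.292, a value that centring on the means of 3 libraries nearly fixes once the same-number values are given, so it is no separate contrast. Genes are not independent replicates, so these correlations describe the libraries only. Because equal numbers deviated together, fits with the replicate number as a block are given beside those without it.

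**Figure D1:**
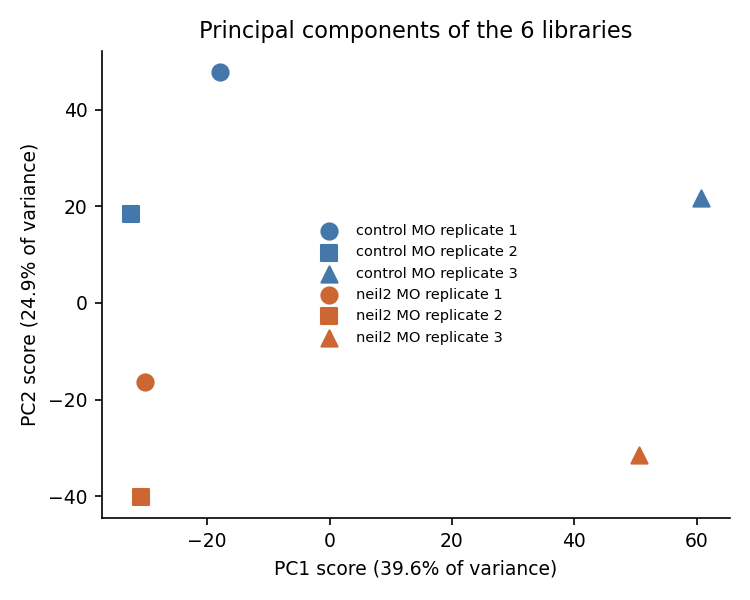
Principal component scores of the 6 libraries (PC1, 39.6% of variance, against PC2, 24.9%), coloured by group with marker shape giving the replicate number. Both replicate 3 libraries lie at high PC1 scores (60.8 for control MO and 50.6 for neil2 MO), and the 3 neil2 MO libraries lie at lower PC2 scores than the 3 control MO libraries.

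Differential expression was analysed to ask which genes respond to Neil2 deficiency. With DESeq2, 275 features were raised and 262 were lowered in neil2 MO embryos. Of these 537 features, 445 carried a gene symbol, 123 rose more than 2-fold and 129 fell more than 2-fold. In 523 of them (97.4%) the 3 neil2 MO values all lay on one side of the 3 control MO values. All 537 moved in one direction in each of the 3 same-numbered pairs. These features were selected for a group difference in the same libraries, so both figures are largely set by the selection and are no separate evidence. A test against a log2 fold change of 0.5 lowered the numbers of called features most, to 22 raised and 22 lowered features. edgeR without the block called 71 features raised and 70 lowered, and 139 of the 537 (25.9%) were among them. DESeq2 with the replicate block, whose basis is the mean same-number correlation of 0.593, called 693 features raised and 604 lowered, including 523 of the 537. edgeR with the block, added after seeing the data, called 980 raised and 1255 lowered, the highest numbers of any alternative.

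**Figure D2:**
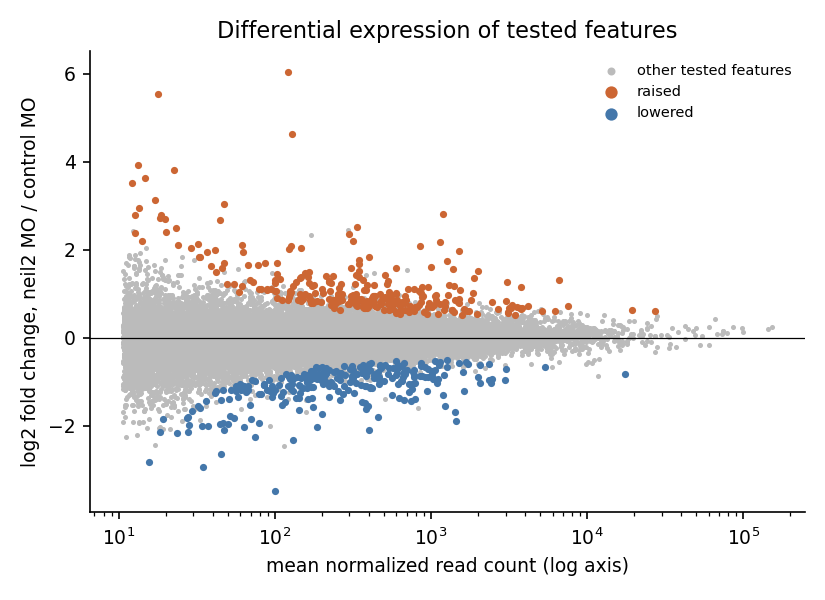
Log2 fold change (neil2 MO over control MO) against the mean normalized read count on a log axis for each of the 23457 features with an adjusted p-value. Orange points are the 275 raised features, blue points the 262 lowered features and grey points all others.

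The largest increase among features with a symbol was that of eda2r.L, described below. ckap2.S rose from 100.2 ± 70.3 to 571 ± 230 normalized counts (mean ± SD, n = 3), a log2 fold change of 2.50 ± 0.65 (SE). cdca8.S rose from 96.4 ± 25.4 to 503 ± 78.1 normalized counts, a log2 fold change of 2.37 ± 0.25 (SE). c4orf47.L and riok3.S followed with log2 fold changes of 2.19 and 2.18. The largest decreases were those of uvrag.S (log2 fold change -2.33), poldip2.S (-2.09), nodal1.L (-2.03), steap3.L (-2.03) and tkfc.S (-1.96). uvrag.S fell from 219 ± 14.7 to 43.7 ± 15.9 normalized counts (mean ± SD, n = 3), with a DESeq2 adjusted p-value of 4.38e-12. poldip2.S fell from 649 ± 97.7 to 152 ± 52.1 normalized counts, with a DESeq2 adjusted p-value of 2.57e-12. All 10 of these features also passed the thresholds in edgeR except eda2r.L. These values are of single homeologs. The partners cdca8.L, ckap2.L and poldip2.L had log2 fold changes of only 0.24, 0.29 and 0.14, whereas riok3.L rose by 1.15. cdca8.L also had a higher mean normalized count (1056) than cdca8.S (300). The pairs of cdca8, poldip2 and uvrag are among the divergent homeolog pairs described below. Among features without a symbol, LOC100490490.L rose from 3.70 ± 0.67 to 237 ± 133 normalized counts (log2 fold change 6.04), and Xetrov90006396m.S rose from 9.49 ± 4.59 to 249.8 ± 36.3 (log2 fold change 4.63). LOC100490489.L fell from 184 ± 113 to 16.6 ± 14.6 normalized counts (log2 fold change -3.49), and LOC100170549.L fell from 123 ± 44.7 to 26.3 ± 6.45 (log2 fold change -2.24). The log2 fold changes of these 4 features with the replicate block were 5.93, 4.66, -3.58 and -2.19.

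A further group of genes had been fixed in advance because the study asked whether Neil2 deficiency elicits a DNA damage response. The ubiquitin ligase gene mdm2 rose in both homeologs, from 591 ± 86.1 to 1310 ± 417 normalized counts for mdm2.L (mean ± SD, n = 3) and from 864 ± 118 to 1950 ± 579 for mdm2.S. The log2 fold changes were 1.15 ± 0.25 (SE) and 1.17 ± 0.23, with DESeq2 adjusted p-values of 6.85e-04 and 1.78e-04. The cell cycle regulator ccng1 rose by 1.31 on the log2 scale for ccng1.L and by 1.96 for ccng1.S, the latter with a DESeq2 adjusted p-value of 1.30e-12. eda2r.L, which encodes a death receptor of the TNF receptor family, rose from 300.2 ± 282 to 2098 ± 723 normalized counts (log2 fold change 2.80 ± 0.78, adjusted p-value 0.0243). Its control MO values were uneven, with 625, 141 and 134 normalized counts in replicates 1 to 3. The log2 fold changes of the nuclease gene aen.L and of the kinase genes riok3.L and riok3.S were 1.37, 1.15 and 2.18. cdkn1a.L rose by 0.72 with an adjusted p-value of 0.0384, whereas the change of cdkn1a.S (0.13 ± 0.28) was smaller than its standard error. In edgeR without the block, adjusted p-values were 0.118 for mdm2.L, 0.0981 for mdm2.S, 0.103 for eda2r.L, 0.0231 for ccng1.S and 0.0406 for riok3.S, and the log2 fold changes differed from those of DESeq2 by less than their standard errors. In edgeR with the block, added after seeing the data, adjusted p-values were 8.96e-05 for mdm2.L, 4.97e-06 for eda2r.L and 0.00768 for cdkn1a.L. The corresponding adjusted p-values of DESeq2 with the replicate block were 2.37e-10 for mdm2.L, 9.88e-06 for eda2r.L and 3.25e-51 for ccng1.S. The paired differences of mdm2.L in replicates 1 to 3 were 1.27, 0.70 and 1.33 on the log2 scale, and those of eda2r.L were 2.04, 3.16 and 4.20.

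**Figure D3:**
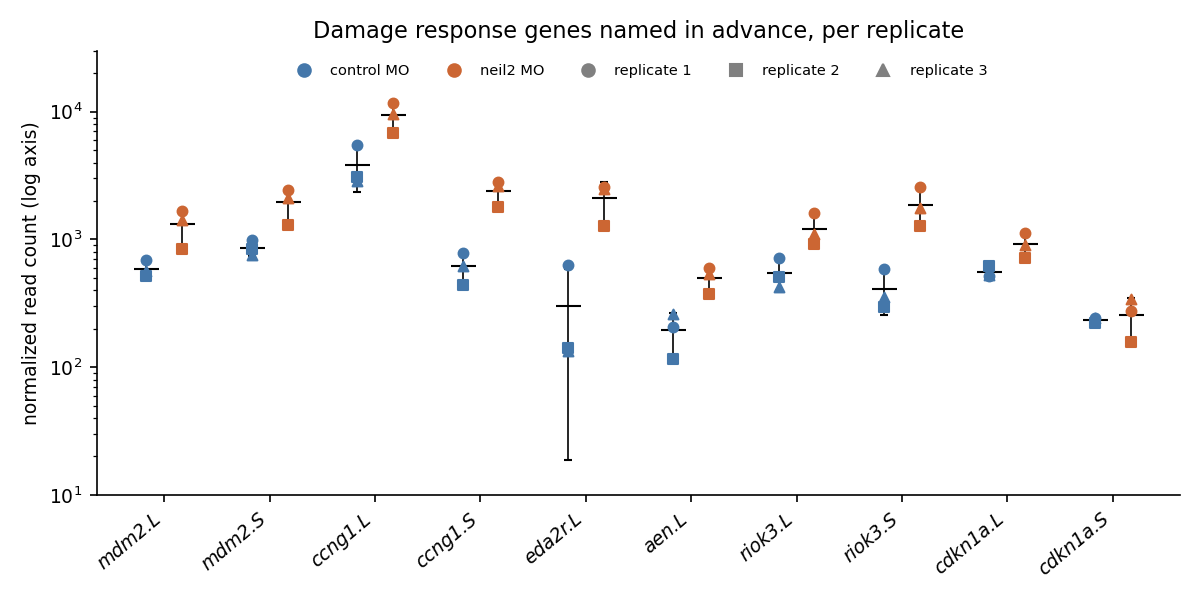
Normalized read counts (log axis) of 6 genes fixed in advance for the question of a damage response, one point per library, with control MO in blue, neil2 MO in orange and marker shape giving the replicate number. Horizontal bars and error bars are the mean and SD of 3 libraries. For ccng1.S all 3 neil2 MO libraries (mean 2406) lie above the control MO libraries (mean 616), and for cdkn1a.S the groups overlap (means 256 and 236).

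To ask whether neural crest and neural plate gene expression changed, markers of both tissues were compared. The neural crest genes sox10, snai2 and twist1 did not pass the threshold in either homeolog. Their log2 fold changes were 0.12 for sox10.L, -0.11 for sox10.S, -0.0018 for snai2.L, 0.15 for snai2.S, -0.21 for twist1.L and -0.45 for twist1.S. Of the neural plate genes, sox3.L (-0.18), sox3.S (-0.12), en2.L (-0.31), en2.S (-0.32), rax.L (-0.50) and rax.S (-0.60) were lower by amounts that did not pass the threshold. When the replicate block was included, rax.L and rax.S passed both thresholds, with log2 fold changes of -0.53 and -0.65 and DESeq2 adjusted p-values of 0.0321 and 0.00901. Under that block twist1.S had an adjusted p-value of 0.0416 with a log2 fold change of -0.48, short of the effect size filter. Among the 6 fits without the block that each left out 1 library, rax.L and rax.S passed only without neil2 MO replicate 2. Their log2 fold changes there were -0.89 (DESeq2 adjusted p-value 0.0803) and -1.01 (0.0328).

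Sets of genes were next tested for a shift relative to all other genes, as small changes of many genes escape tests of single features. The 36 features of the neural plate set had a mean log2 fold change of -0.32 (camera, adjusted p-value 3.58e-06), and all 36 had negative values in limma (34 in DESeq2). Of these, 2 were called by DESeq2, sox1.S and en1.L. The mean of the 58 neural crest features was -0.22 (adjusted p-value 6.69e-04), with 37 features falling, and cdh11.S and ednra.L were called. The 62 mitotic features had a mean of 0.099 (adjusted p-value 0.0181) with 38 rising. DESeq2 called 0 of them, and 8 had an unadjusted p-value below 0.05. That count covers only the features on the list, which did not include the raised cdca8.S and ckap2.S. Means of BER (-0.033), apoptosis (-0.070), innate immune (-0.20) and nuclear oxidative phosphorylation (-0.0047) genes did not pass, with adjusted p-values of 0.613, 0.316, 0.166 and 0.481. Estimating the inter-gene correlation from the data moved these results most, giving adjusted p-values of 0.436 for the neural plate and mitotic sets and 0.468 for the neural crest set. In per-library scores neil2 MO replicate 2 had a neural plate value of 0.10, above the 0.094 of control MO replicate 3, so the groups overlapped. With the replicate block the set means were -0.31 (neural plate, adjusted p-value 1.55e-06), -0.23 (neural crest, 7.89e-04), 0.0998 (mitotic, 0.0216), -0.032 (BER, 0.718), -0.036 (apoptosis, 0.533), -0.15 (innate immune, 0.278) and -0.00093 (oxidative phosphorylation, 0.437), so the same 3 of these sets passed.

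**Figure D4:**
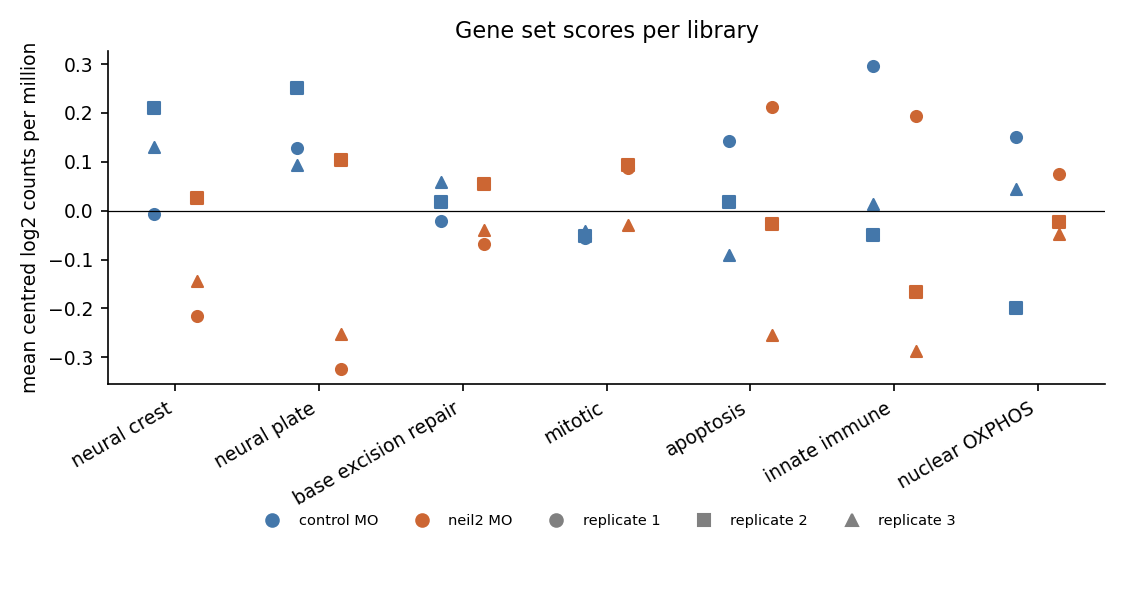
Mean of the centred log2 CPM over the features of each gene set, one point per library, with control MO in blue, neil2 MO in orange and marker shape giving the replicate number. For the neural plate set the control MO libraries lie between 0.094 and 0.25, neil2 MO replicate 2 lies at 0.10, and neil2 MO replicates 1 and 3 lie at -0.32 and -0.25.

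Other BER factors were examined as well, as the study compared Neil2 with Neil1, Neil3, Apex1 and Tdg. neil1.L (log2 fold change -0.091 ± 0.21 SE), apex1.L (-0.098 ± 0.15), apex1.S (0.059 ± 0.16) and tdg.S (-0.14 ± 0.18) changed by less than their standard errors. neil3.L had a log2 fold change of 0.53 ± 0.29 with a DESeq2 adjusted p-value of 0.592. It rose in each of the 3 same-numbered pairs (0.16, 0.68 and 0.77 on the log2 scale), and with the replicate block its adjusted p-value was 0.155 in DESeq2 and 0.0610 in edgeR. When one library was left out, the log2 fold change of neil3.L ranged from 0.26 to 0.69, lowest without neil2 MO replicate 2. neil3.S and aen.S were too low for an adjusted p-value.

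Finally, L and S homeologs were compared, to ask whether both copies of a gene respond alike. Of called features, 312 had a partner homeolog with a mean count of at least 10. In 264 of these (84.6%, Wilson 95% confidence interval 80.2 to 88.2%) the partner changed in the same direction, and in 54 (17.3%) both were called. The interval treats features as independent, although pairs with both homeologs called enter it once per homeolog. Both homeologs were measured in the same libraries, and no percentage expected without a response was computed, so the 84.6% is descriptive. Across 7285 pairs, log2 fold changes of L and S correlated with r = 0.43, where genes are not independent replicates. The L to S ratio differed between groups in 31 pairs at an adjusted p-value below 0.1 (limma), and 753 pairs had an unadjusted p-value below 0.05. With the replicate block 205 pairs passed, which was the largest change under any alternative that kept all libraries. In the 31 pairs the median absolute log2 fold change was 1.03 for the homeolog that changed more and 0.14 for its partner. The 3 largest changes of the log2 ratio were those of LOC100490489 (-3.62), arsa.1 (2.38) and uvrag (2.35). For uvrag, the S homeolog fell by 2.33 on the log2 scale while uvrag.L had a log2 fold change of -0.017 ± 0.22 (SE). For arsa.1, arsa.1.L had a log2 fold change of 1.84 and arsa.1.S of -0.57, and the fall in normalized counts of arsa.1.S was 1.04 times the rise of arsa.1.L. LOC100490489.S had a log2 fold change of 0.00055. The ratios of riok3 (-1.04, adjusted p-value 0.129) and ccng1 (-0.64, adjusted p-value 0.387) did not pass without the block. Their values with the block are not given here. In each same-numbered pair the S homeolog of both genes rose more than the L homeolog. For riok3 the log2 differences were 2.12, 2.10 and 2.32 for S against 1.17, 0.88 and 1.38 for L. For ccng1 they were 1.83, 2.03 and 2.07 against 1.11, 1.14 and 1.75. A difference between the copies is thus not excluded.

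**Figure D5:**
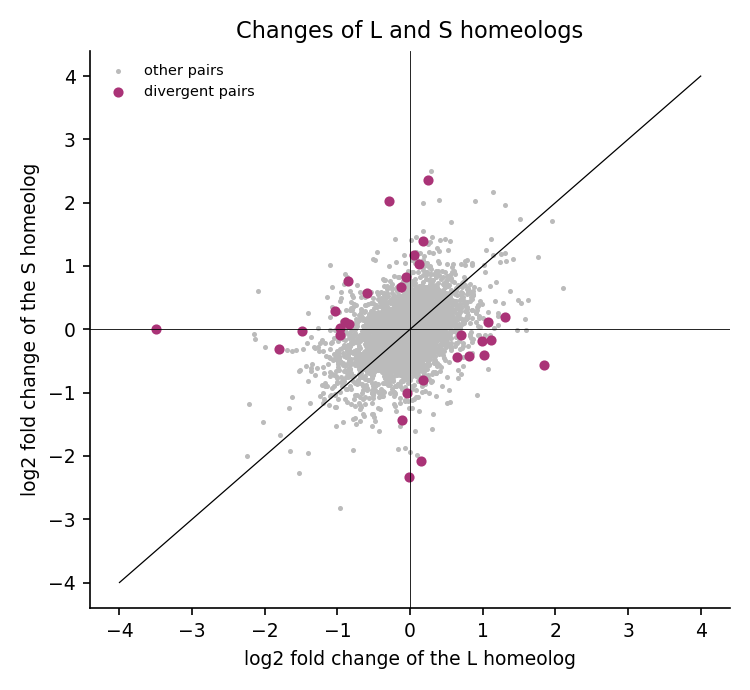
Log2 fold change of the S homeolog against that of the L homeolog for 7285 pairs, with the 31 divergent pairs in purple, the others in grey and a diagonal line of equal change. Divergent pairs lie away from the diagonal, with median absolute log2 fold changes of 1.03 for the homeolog that changed more and 0.14 for its partner.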

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

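Raised and lowered features kept their number within 1.5-fold with TMM size factors, without independent filtering, with a minimum mean count, with summed homeologs, at an adjusted p-value below 0.05, without an effect size filter and, chosen after seeing the data, with thinned counts. The numbers changed more under edgeR (71 raised, 70 lowered), with the replicate block (693 and 604), with edgeR and the block (980 and 1255, also chosen after seeing the data) and in a test against a log2 fold change of 0.5 (22 and 22). Across the 6 fits that each left out one library, raised features ranged from 142 to 311 and lowered ones from 118 to 274. In the simulation edgeR recovered 93.5% of changed genes with 10.9% false calls and DESeq2 96.5% with 24.9%. The gap of 211 edgeR against 261 DESeq2 calls is far smaller than the one in the embryo data. The simulated changes were large, in well expressed features and without an effect of replicate number, so the simulated gap need not carry over to the embryos. With the block edgeR called more features than DESeq2, so edgeR is not the stricter test in general. The cause was not tested. Of 22 named features past the thresholds, 22 also passed with the block and 16 in edgeR, and 19 passed in each of the fits with TMM size factors, without independent filtering, with a minimum mean count, with the block and with one library left out. Named features were not tracked under the other thresholds, thinned counts or summed homeologs. The 6 that edgeR without the block did not call were mdm2.L, ccng1.L, eda2r.L, aen.L, riok3.L and cdkn1a.L, and with the block edgeR gave each of them an adjusted p-value of at most 0.00768. When one library was left out, eda2r.L was lost in 4 of the 6 fits, cdkn1a.L in 3 and ckap2.S in 2.

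With the inter-gene correlation estimated from the data none of the 3 shifted sets reported here passed, at unchanged means of -0.22 (neural crest), -0.32 (neural plate) and 0.099 (mitotic). Only the setting of this correlation differed between the fits, so the calls of these sets depend on the preset value of 0.01. The estimated correlations are not given here.

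Leaving out one library, set means ranged from -0.29 to -0.17 (neural crest), -0.45 to -0.25 (neural plate), -0.070 to -0.0082 (BER), 0.076 to 0.14 (mitotic), -0.19 to 0.057 (apoptosis), -0.34 to -0.057 (innate immune) and -0.10 to 0.0799 (nuclear oxidative phosphorylation). Neural crest and mitotic sets each lost their call in one of these fits, while apoptosis, innate immune and oxidative phosphorylation sets passed in 1, 2 and 1 of them, the last with a positive mean. The mean of oxidative phosphorylation genes changed sign on the log2(normalized count + 1) scale (0.012) and with a minimum mean count of 50 (0.0055); the cause was not tested.

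Divergent homeolog pairs numbered 205 with the replicate block, 56 with a minimum mean count of 50, 7 at an adjusted p-value below 0.05 and between 0 and 2 when one library was left out, where between 545 and 731 pairs had an unadjusted p-value below 0.05. Those fits compare 3 libraries with 2 and have less power, so the drop does not show that particular libraries carry the pairs. The direction of homeologs was shared in 84.6% of called features, in 81.6% of edgeR calls and, chosen after seeing the data, in 84.6% of calls with the replicate block.

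Named genes that changed sign had small changes. LOC100490489.S took values of -0.017 (edgeR), -0.0063 (TMM) and -0.0044 (minimum mean count), and snai2.L took 0.023 with the block. Leaving out one library gave ranges of -0.26 to 0.62 for LOC100490489.S, -0.18 to 0.19 for snai2.L, -0.026 to 0.21 for sox10.L, -0.26 to 0.049 for sox10.S, -0.23 to 0.011 for neil1.L, -0.077 to 0.081 for uvrag.L, -0.21 to 0.019 for sox3.S and -0.13 to 0.38 for cdkn1a.S. The cause was not tested. Over the same fits eda2r.L ranged from 2.45 to 3.93. Summed homeologs give no value for a single homeolog, and neil2.L has none in edgeR or with a minimum mean count. The depth of neil2.L, at most 15 reads per library, limits any statement on its transcript.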

Other observations

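Tests of falls among divergent pairs and of the neural plate set per pair and under another scaling were chosen only after the result was seen. With 3 libraries per group there are 10 splits of the 6 libraries into 3 and 3, so no result can be rarer than 1 in 10. Only 4 of the splits part all 3 same-numbered pairs as the real one does, and the other 6 part 1 pair and keep the other 2 pairs together. Of the 10 splits, the real one included, 2 gave as many features in one direction as the 275 raised here and 2 as many as the 262 lowered. The second split, with 289 features in one direction, parted 1 pair and put both replicate 3 libraries on one side. Of the splits that part 1 pair, 3 others did so too and gave 155, 47 and 18 features in their larger direction, so this placement alone does not account for the 289. The mitotic shift was as large in 1 of 10 splits and the number of divergent homeolog pairs in 1, in each case the real split. Shifts as large were found in 2 of 10 splits for neural crest, in 3 for neural plate, in 4 for innate immune, in 8 for apoptosis, in 9 for BER and in 9 for oxidative phosphorylation genes. Among the 4 splits that part all pairs, shifts as large were found in 1 for neural crest, neural plate, mitotic and innate immune genes, in 3 for BER and apoptosis genes and in 4 for oxidative phosphorylation genes. Of these 4 splits, 1 (the real one) reached the counts of raised and lowered features, and the other 3 gave 0 called features each, with between 35 and 223 features at an unadjusted p-value below 0.05.

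In the 31 divergent homeolog pairs the median absolute log2 fold change was 1.03 for one copy and 0.14 for its partner, although 19 pairs had opposite signs and in 6 pairs neither copy was called. If reads had moved between copies, the partner would have changed by about as much in the opposite direction. The median compensation was 0.0864, but 5 of the 31 pairs exceeded 0.5, among them brox (1.45), arsa.1 (1.04) and slc6a9 (0.966), for which an exchange of reads between copies remains possible. An MO that also lowers other transcripts would make most of the larger changes falls, but 15 of 31 were falls. Variants linked to the MO-injected pools, or tandem copies, would place called genes side by side. There were 7 adjacent called pairs with the same direction against a mean of 4.41 in 10000 random draws (permutation test, one-sided, p = 0.152). Only 377 called features (70.2%) and 16160 tested features could be placed on the RefSeq annotation. Adjacent pairs with an unplaced member were missed, so this check cannot decide for or against linked variants or tandem copies. The adjacent pairs included noc4l.L and ep400.L (log2 fold changes 0.70 and 1.01), ep400.L and ulk1.L (1.01 and 1.76), ddb1.S and tkfc.S (-1.04 and -1.96) and en1.L and steap3.L (-1.41 and -2.03), where noc4l is one of the divergent pairs and en1.L one of the 2 called neural plate features. Divergence of homeologs therefore may reflect a response of one copy, and it cannot be told apart from an exchange of reads in those 5 pairs. The compensation compared only the copies of a pair, so an exchange of reads with another feature was not tested. LOC100490489.L fell from 184 to 16.6 normalized counts, while LOC100490490.L, which has the next identifier, rose from 3.70 to 237. The check of adjacent pairs counted only changes in the same direction, so it could not show such an exchange. In general divergence cannot be told apart from linked variants or from binding of the MO to single transcripts. Such binding was not analysed here because no transcript sequences were used. The real split of the libraries gave 31 divergent pairs and every other split gave 0, which argues against a grouping that arose by chance. With 10 splits no result can be rarer than 1 in 10, so chance is not excluded.

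All 36 neural plate features had negative log2 fold changes in limma on the TMM scale, yet DESeq2 without the replicate block called only 2. With the block the neural plate genes rax.L and rax.S passed both thresholds as well. In the same limma fit with DESeq2 size factors, chosen after seeing the data, 36 of 36 were negative, and DESeq2 itself gave 34. The 2 scalings differ by a median of 0.014, too little to test the normalization. Of 10000 random lists matched on mean expression, 0 had a mean as low as -0.32. Such lists treat genes as independent, which co-regulated neural genes are not. The set was lower in each pair, with differences of -0.45, -0.15 and -0.35, with 32, 23 and 33 of 36 features falling, so one pair did not carry it alone. A candidate explanation is a small loss or delay of neural tissue in neil2 MO embryos. A shift as large was found in 3 of 10 splits but in 1 of the 4 that part all pairs, the real one. With 4 such splits the shift still cannot be told apart from variation between pools.

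More features were called with the replicate block than without it. If replicate numbers mark shared batches of embryos, the pairing by number should call more than other pairings. Pairing by number called 1297 features, and the 5 other pairings called between 184 and 566. The pairing that called 566 also kept the replicate 3 libraries together. These counts are consistent with batches shared by replicate number, which the titles do not state.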
